# Identification of potential crucial genes and pathways associated with vein graft restenosis based on gene expression analysis in experimental rabbits

**DOI:** 10.7717/peerj.4704

**Published:** 2018-05-16

**Authors:** Qiang Liu, Xiujie Yin, Mingzhu Li, Li Wan, Liqiao Liu, Xiang Zhong, Zhuoqi Liu, Qun Wang

**Keywords:** Occlusive artery disease, Vein graft restenosis, Microarray data, Differentially expressed gene, Bioinformatics analysis

## Abstract

Occlusive artery disease (CAD) is the leading cause of death worldwide. Bypass graft surgery remains the most prevalently performed treatment for occlusive arterial disease, and veins are the most frequently used conduits for surgical revascularization. However, the clinical efficacy of bypass graft surgery is highly affected by the long-term potency rates of vein grafts, and no optimal treatments are available for the prevention of vein graft restenosis (VGR) at present. Hence, there is an urgent need to improve our understanding of the molecular mechanisms involved in mediating VGR. The past decade has seen the rapid development of genomic technologies, such as genome sequencing and microarray technologies, which will provide novel insights into potential molecular mechanisms involved in the VGR program. Ironically, high throughput data associated with VGR are extremely scarce. The main goal of the current study was to explore potential crucial genes and pathways associated with VGR and to provide valid biological information for further investigation of VGR. A comprehensive bioinformatics analysis was performed using high throughput gene expression data. Differentially expressed genes (DEGs) were identified using the R and Bioconductor packages. After functional enrichment analysis of the DEGs, protein–protein interaction (PPI) network and sub-PPI network analyses were performed. Finally, nine potential hub genes and fourteen pathways were identified. These hub genes may interact with each other and regulate the VGR program by modulating the cell cycle pathway. Future studies focusing on revealing the specific cellular and molecular mechanisms of these key genes and pathways involved in regulating the VGR program may provide novel therapeutic targets for VGR inhibition.

## Introduction

Occlusive artery disease is a major cause of morbidity and mortality worldwide (Bansilal, Castellano & Fuster, 2015). Despite development of novel treatments in past decades, coronary artery bypass graft (CABG) surgery remains the standard of care for patients with left main coronary artery disease (CAD) and three-vessel CAD (Serruys et al., 2009). In contrast, most patients with late-stage peripheral artery occlusive disease are treated with peripheral artery bypass graft surgery (Weintraub et al., 2012). Due to their advantages in availability and length, veins are the most commonly used conduits in coronary and peripheral artery vascular surgeries (Goldman et al., 2004). However, one major issue that has dominated the field for many years is that autologous veins are especially prone to failure. Although data have shown that the patency rates of vein grafts diminish from 98% immediately after surgery to <88% within the first month post-surgery and to 60% at 10 years after surgery. To date, no unequivocally effective treatments are available for vein graft failure (Elmore et al., 2016). Thus, clarifying the cellular and molecular mechanisms involved in VGR and identifying potential novel therapeutic targets for the prevention of restenosis are significant goals.

At present, vein grafts are thought to undergo an adaptation process in new arterial environments during which intimal thickening and structural vessel wall remodeling appear (Buccheri et al., 2016; De Vries et al., 2016). However, the cellular and molecular mechanisms underlying intimal hyperplasia and the vascular remodeling process are largely unknown. Several studies have identified individual genes involved in restenosis; for instance, early growth response protein 1 (Egr-1) was suggested to promote endothelial cell(EC) proliferation and induce vein graft restenosis by up-regulating ICAM-1 expression (Zhang et al., 2013). Tumor necrosis factor alpha-stimulated gene 6 (TSG-6) was indicated to suppress restenosis of vein grafts in rats by inhibiting the inflammatory response (Zhang et al., 2017). Despite the rapid development of genome sequencing and microarray technologies, very few studies have characterized genes and pathways associated with VGR at the transcriptome level, which may be partly due to the challenge of obtaining appropriate samples and establishing animal models.

Kalish et al.(2004) identified the transcriptome responses of canine vein bypass grafts using transcriptional profiling and defined the individual contributions of ECs and VSMCs in a cell-specific vein graft transcriptome analysis (Bhasin et al., 2012). However, a main weakness of the former study was the unavailability of canine-specific gene arrays in 2004, as mentioned by the authors (Bhasin et al., 2012). The most important limitation of the latter study lies in the fact that only the role of ECs and VSMCs were taken into consideration. However, other cells and molecular components, such as inflammatory cells and immune cells, also play pivotal roles in mediating VGR (De Vries et al., 2016).

The purpose of the current study was to determine potential crucial genes and pathways involved in VGR. A bioinformatics analysis was performed with gene expression data from our previous study (Wang et al., 2016), which avoided the limitations of the aforementioned microarray data. After screening differentially expressed genes (DEGs) and performing a functional enrichment analysis, protein-protein interaction (PPI) networks of the DEGs were constructed and visualized. The present study makes notable contributions to our understanding of the molecular mechanisms involved in VGR and provides valuable biological information for further exploration of potential candidate biomarkers and therapeutic targets for the prevention of VGR.

## Materials & Methods

### Microarray data

The gene expression data used in this study were based on the Agilent GPL7083 platform (Agilent Rabbit 4x44K Gene Expression Microarrays). The whole rabbit genome oligo microarray provides a broad view by representing all known genes and transcripts in the rabbit genome. Sequences were compiled from a broad source survey and then verified and optimized by alignment to the assembled rabbit genome. As previously described, significant vascular wall thickening and a high level of cell proliferation were observed, whereas cell apoptosis was at the lowest level, in seven days after surgery group (Wang et al., 2016). Hence, seven days after surgery was considered a key time point for vein graft restenosis. Based on these observations, we compared the day 7 group with the control group as the best choice to identify DEGs involved in VGR. Raw microarray data (GSE110398) produced in our previous study were remodeled and further analyzed. A total of 10 samples were extracted from our previous dataset (Wang et al., 2016), including six vein graft samples (C1, C2, C3, C4, C5, and C6) removed seven days after surgery and four vein graft samples (O1, O2, O3, and O4) obtained from the sham surgery group (data can also be found in the Supplemental File). Herein, samples obtained seven days after surgery were defined as the surgery group, and samples obtained from the sham surgery group were defined as the control group.

### Identification of DEGs

The raw signal intensities were normalized with the quantile method by GeneSpring GX v11.5, and low intensity genes were filtered. The probe quality control was determined using principal component analysis (PCA) in GeneSpring. The statistical software R (version 3.4.1; R Core Team, 2017) and the linear models for microarray data package (limma) (Ritchie et al., 2015) in Bioconductor (http://www.bioconductor.org/) were applied to identify DEGs by comparing expression values between samples in the surgery and control groups. An empirical Bayes method was used to select significant DEGs based on the “limma” package in Bioconductor. In this study, we were interested in determining which genes were expressed at different levels between the control and surgery groups. In our analysis, linear models are fitted to the data with the assumption that the underlying data are normally distributed. Therefore, a design matrix was set up with the vein graft tissue information.

### Enrichment analyses of DEGs

The Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8 is an integrated functional annotation tool for investigators to examine the biological meanings underlying a large list of genes (Huang, Sherman & Lempicki, 2009). GO (gene ontology) (Gene Ontology Consortium, 2006) and KEGG (Kyoto Encyclopedia of Genes and Genomes) (Kanehisa & Goto, 2000) pathway enrichment analyses of DEGs were performed using the authoritative online tool DAVID (https://david.ncifcrf.gov/). An adjusted *p*-value <0.05 and count ≥2 were considered to have achieved significant enrichment.

### PPI network construction

The Search Tool for the Retrieval of Interacting Genes (STRING) database is an online tool designed to provide a critical assessment and integration of protein-protein interactions, including both direct (physical) and indirect (functional) associations (Szklarczyk et al., 2014). To evaluate the potential relationships among DEGs, we mapped the DEGs into STRING; only experimentally validated interactions with a combined score >0.4 were considered significant. Moreover, the Molecular Complex Detection (MCODE) app was used to identify modules of the PPI network in Cytoscape (Shannon et al., 2003) with a degree cutoff = 2, node score cutoff = 0.2, k-core = 2, and max. depth = 100. MCODE scores >3 and a number of edges >40 were set as the cut-off criteria. Pathway analysis of genes in each module was performed using the online tool DAVID, and *p*-values <0.05 were considered significant.

## Results

### Identification of DEGs

The statistical analysis software R (version 3.4.1; R Core Team, 2017) was used to identify differentially expressed genes using an adjusted *p*-value <0.05 and —log2FC (fold change)—≥1 (Fig. 1) as criteria. 

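Vein graft RNA was hybridized to Agilent rabbit one-colour arrays. The 16 arrays comprised 6 of grafts taken on day 1 after surgery, 6 of grafts taken on day 7 (arrays C1 to C6) and 4 of the sham surgery group (arrays O1 to O4). The day 7 grafts are the surgery group of the paper and the sham surgery group is its control group. Each array held 45220 spots, and 43603 probes remained after control spots were removed. The authors deposited the background-subtracted signal intensity that the scanner software wrote for each spot, together with log2 values that they had normalized and filtered. On day 1, between 33227 and 34291 probes per array were well above background (median 33694). This number lay between 32794 and 34062 on day 7 (median 33815.5) and between 34779 and 36268 in the sham surgery group (median 35552). Before normalization, the 75th percentile of the signal had a median of 942 intensity units on day 1, 2652 on day 7 and 1594 in the sham surgery group. The number of arrays limits the precision of every comparison.

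From the signal intensities, spots that the software called non-uniform or outlying were left out, log2 values were quantile-normalized and spots of one probe were averaged. Probes were kept when they were well above background on every array of at least 1 group. Each gene was represented by its brightest probe, as in the authors' R code. One limma model with the 3 groups then covered 19328 genes, and DEGs were called by the criteria of the paper. Of these, 2001 had a gene name, and the others each stand for a transcript or a single probe. A gene without a name may therefore count more than once in the numbers of genes and DEGs. The files identify probes by transcript accessions. A gene name was found for 6184 probes of 2127 genes, of which 3368 probes were named through a RefSeq accession and 2816 through gene identifiers in the readable part of Supplemental Information 1. Results for genes that the paper lists therefore cover the listed genes with a named probe.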

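Arrays of one group were compared before they were grouped into samples. The scan headers place the day 1 arrays at positions 1 and 2 and the day 7 arrays at positions 3 and 4 in each of 3 scans, and the sham arrays at positions 1 to 4 in a scan of their own. The difference in log2 signal between day 1 arrays at the same position had an SD of 0.08 to 0.10, below the 0.18 that the spread between spots of one probe would give. On day 7 this SD was 0.07 to 0.09, against 0.19 to 0.20 from the spots. Arrays that differed by less than this spot noise were averaged and counted once. The day 1 and day 7 groups then held 2 samples each, one from arrays 1, 3 and 5 and the other from arrays 2, 4 and 6, and the sham surgery group held 4. Between positions, the SD was 0.19 to 0.20 on day 1 and 0.23 to 0.24 on day 7. In the sham surgery group it was 0.27 between O1 and O2, 0.22 between O3 and O4, and 0.73 to 0.75 between arrays of different pairs. The samples of day 1 may come from 1 RNA preparation, as may O3 with O4. For day 7 and for O1 with O2 this stays open. The n given for a group may therefore overstate its independent samples. The SDs, standard errors and p-values may then miss the spread between animals. As no scan holds both sham and graft arrays, a batch of RNA preparation or labelling and the surgery cannot be told apart in comparisons with the sham surgery group.

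**Figure D1:**
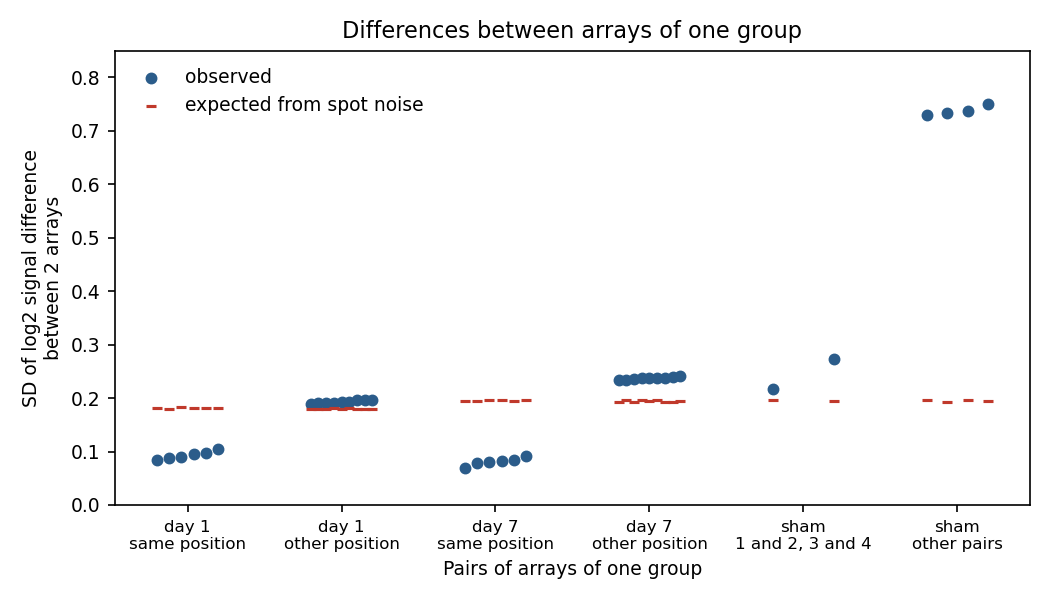
SD of the difference in log2 signal (vertical axis) for each pair of arrays of one group (horizontal axis), with points for observed values and red dashes for the SD expected from spot noise. Day 1 and day 7 pairs at the same position lie at or below 0.10, under their dashes, and sham pairs that join O1 or O2 with O3 or O4 lie at 0.73 or above.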

A PCA plot was generated using normalized data. 

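Principal components were computed from the centred log2 values of 19039 genes on the 6 day 7 arrays and the 4 sham arrays. The first component held 87.9% of the variance and the second held 8.26%. On the first component, the day 7 arrays had scores between -83.5 and -81.0, and the sham arrays had scores between 122.9 and 123.4. The gap of 204.0 between the groups compared with 2.53 for the widest range within a group. On the second component, the day 7 arrays lay between -0.198 and 0.198. O1 and O2 lay at 48.8 and 48.7 there, and O3 and O4 at -49.3 and -48.2. The share of the first component moved most, to 65.9%, when every gene was scaled to unit variance.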

The PCA plot shows clear separation between the surgery and control group samples (Fig. 2). 

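Among the 19328 genes in the limma model, 6031 were DEGs between day 7 and the sham surgery group, with 3405 higher and 2626 lower on day 7. The Benjamini-Hochberg adjusted p alone was past its threshold for 11143 genes. Of the DEGs, 616 had no array well above background in one of the groups, so that the size of their change is uncertain. Among the 2001 genes with a name, 376 were higher and 333 lower. The number of DEGs moved most with normexp background correction, to 3350, with 1892 higher and 1458 lower. With each sample left out in turn, it lay between 5509 and 6080. Each sample left out has a counterpart in its group that stays in and differs by at least 2-fold in at most 0.702% of genes. This range may therefore not reflect the loss of an animal or an RNA preparation. The median log2 fold change over all genes was 0.05.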

A total of 858 up-regulated and 817 down-regulated DEGs were obtained in the surgery vein graft group compared with the control group. Hierarchical clustering analysis of the top 100 DEGs is shown in Fig. 3.

**Figure 1:**
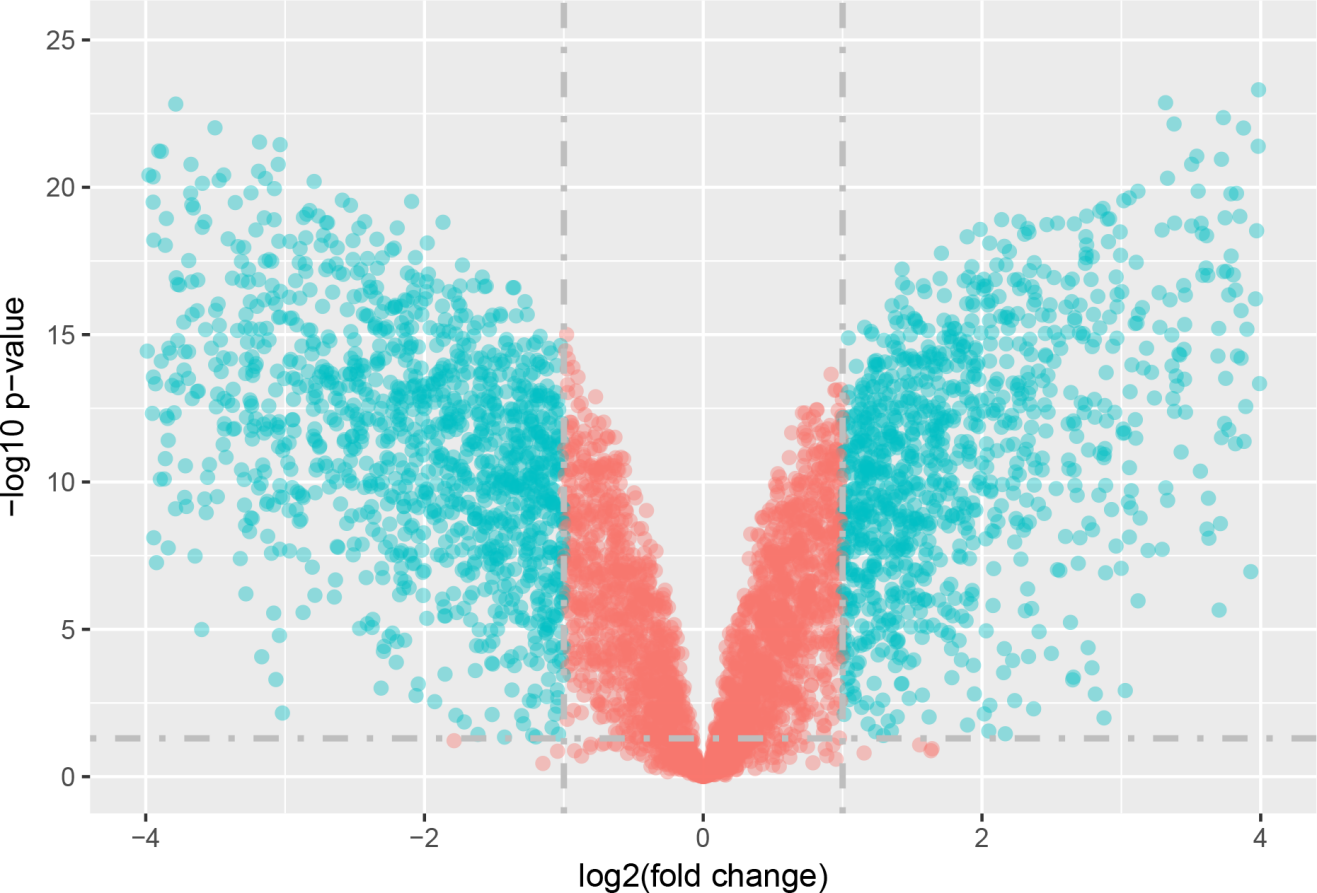
Volcano plot of DEGs.

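The largest changes were ranked among DEGs that were well above background on every array of both groups and whose samples did not overlap. MMP12 rose most, by 10.95 on the log2 scale (standard error 0.68, limma adjusted p = 1.41e-05), from 7.95 ± 1.20 (SD, n = 4) in the sham surgery group to 18.90 ± 0.07 (SD, n = 2) on day 7. ARG1 had a log2 fold change of 10.05 (standard error 1.05, adjusted p = 1.74e-04) and IL1A one of 9.70 (standard error 0.18, adjusted p = 2.43e-07). The rest of the 5 largest rises came from probes without a gene name, A_04_P014369 with a log2 fold change of 10.16 and A_04_P014368 with 9.99. Whether these probes measure the same gene was not tested. The largest fall was that of the transcript ENSOCUT00000005377, with a log2 fold change of -8.89. ADH1A followed with -8.44 (standard error 0.22, adjusted p = 4.22e-07) and PENK with -8.15 (standard error 0.53, adjusted p = 1.77e-05). LOC100328910 had a log2 fold change of -7.97 and the transcript ENSOCUT00000015479 one of -7.79.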

**Figure 2:**
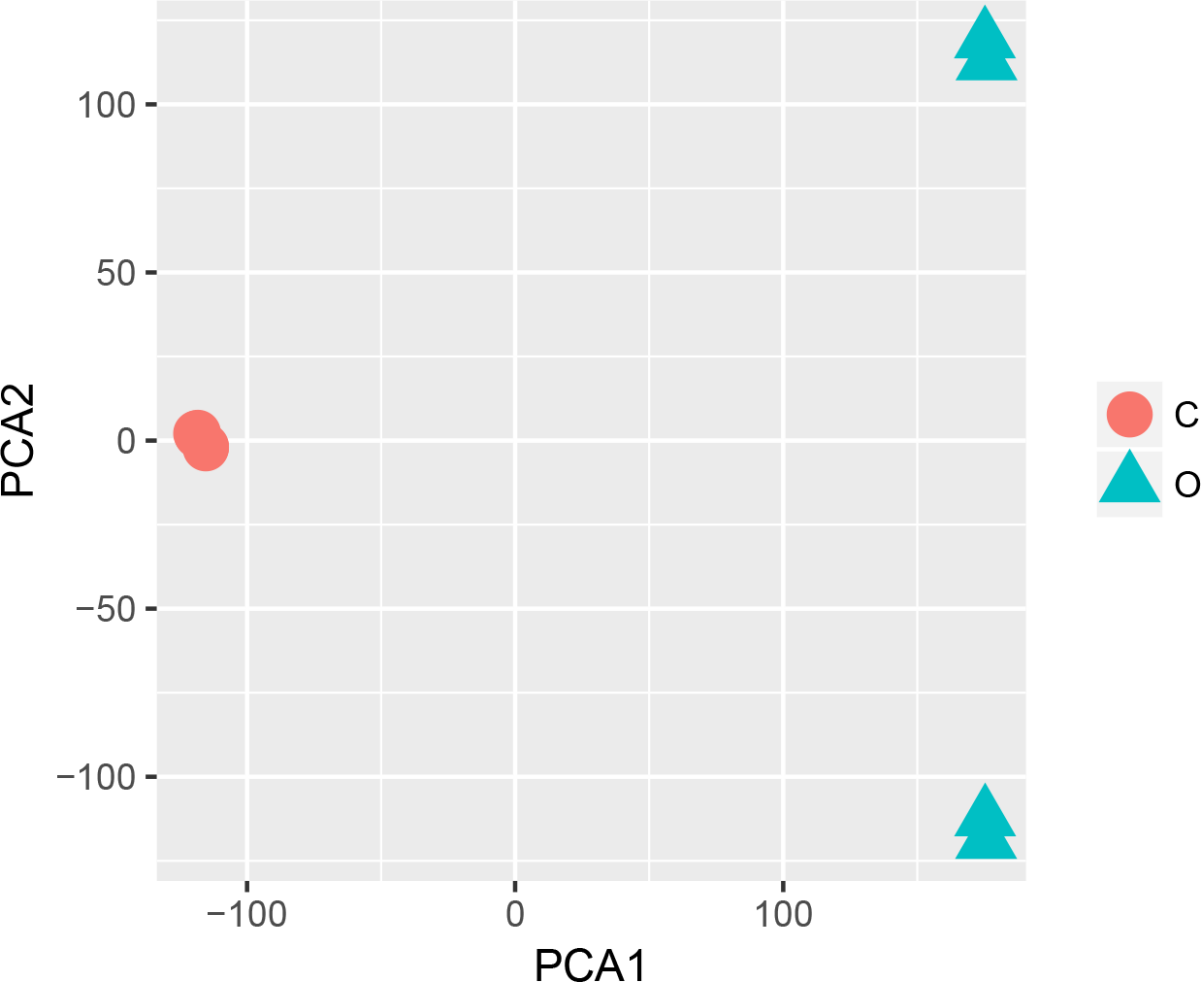
PCA plot.

**Figure 3:**
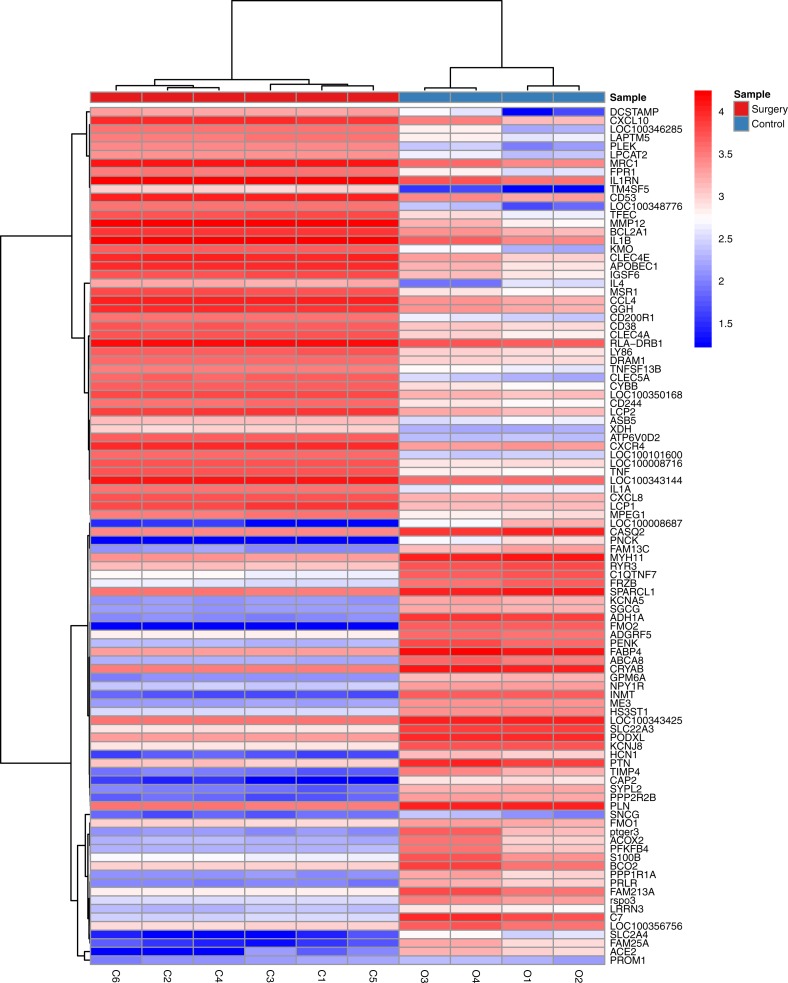
Hierarchical clustering analysis of top 100 DEGs.

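The 100 DEGs with the smallest limma p between day 7 and the sham surgery group were clustered over 10 arrays by Euclidean distance with complete linkage. Of these genes, 54 were higher and 46 lower on day 7, 22 had a name, and 99 had no missing value. The first split, at a height of 54.8, left 0 arrays outside their group. The smallest distance between arrays of different groups was 54.0, against at most 2.28 within day 7 and 2.26 within the sham surgery group. O1 and O2 lay 1.30 apart and O3 and O4 1.52 apart, while arrays of different sham pairs were at least 2.03 apart. The smallest absolute log2 fold change among the 100 genes was 3.23. The genes had been chosen for their difference between the same groups.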

### GO term enrichment analysis

The GO functional enrichment analysis showed that the up-regulated genes were significantly enriched in biological processes (BPs), including immune response, inflammatory response and innate immune response (Table 1). The down-regulated DEGs were significantly enriched in positive regulation of the ERK1 and ERK2 cascades, positive regulation of the apoptotic process, and chondrocyte differentiation (Table 2). For the cellular component (CC) category, the up-regulated DEGs were significantly enriched in extracellular exosome, extracellular space and membrane (Table 1). Interestingly, the down-regulated DEGs were also enriched in extracellular exosome, cytoplasm, and extracellular space (Table 2). For the molecular function (MF) category, the up-regulated DEGs were enriched in ATP binding, transmembrane signaling receptor activity, and kinase activity (Table 1), whereas the down-regulated DEGs were mainly enriched in calcium ion binding, heparin binding, and protein tyrosine phosphatase activity (Table 2).

**Table 1:** The top 5 enriched GO terms of the up-regulated DEGs.

Category	ID	Term	Gene count	*P* value
BP	GO:0006955	immune response	29	2.18E−08
	GO:0006954	inflammatory response	20	1.87E−04
	GO:0045087	innate immune response	19	6.05E−06
	GO:0043123	positive regulation of I-kappaB kinase/NF-kappaB signaling	14	0.014345
	GO:0010628	Positive regulation of gene expression	14	0.048003
CC	GO:0070062	extracellular exosome	183	3.16E−13
	GO:0005615	extracellular space	78	2.95E−10
	GO:0016020	membrane	54	0.017266
	GO:0005829	cytosol	48	0.037259
	GO:0005783	endoplasmic reticulum	34	0.002373
MF	GO:0005524	ATP binding	81	0.001476
	GO:0004197	cysteine-type endopeptidase activity	9	2.26E−04
	GO:0030246	carbohydrate binding	9	0.031484
	GO:0004888	transmembrane signaling receptor activity	7	0.006525
	GO:0016301	kinase activity	6	0.009682

**Notes.**

GO gene ontology BP biological process MF molecular function CC cellular component

*p*-value < 0.05 was considred as threshold values of significant differences.

**Table 2:** The top 5 enriched GO terms of the down-regulated DEGs.

Category	ID	Term	Gene count	*P* value
BP	GO:0070374	positive regulation of ERK1 and ERK2 cascade	12	0.024691
	GO:0043065	positive regulation of apoptotic process	12	0.027999
	GO:0002062	chondrocyte differentiation	8	3.70E−04
	GO:0006874	cellular calcium ion homeostasis	8	0.002072
	GO:0007224	smoothened signaling pathway	8	0.018141
CC	GO:0070062	extracellular exosome	123	0.002059
	GO:0005737	cytoplasm	118	0.013056
	GO:0005615	extracellular space	44	0.028228
	GO:0005925	focal adhesion	25	0.005367
	GO:0009986	cell surface	23	0.018489
MF	GO:0005509	calcium ion binding	38	0.001071
	GO:0008201	heparin binding	13	1.59E−04
	GO:0004725	protein tyrosine phosphatase activity	9	0.037067
	GO:0008144	drug binding	7	0.003298
	GO:0017046	peptide hormone binding	4	0.00765

**Notes.**

GO gene ontology BP biological process MF molecular function CC cellular component

*p*-value < 0.05 was considred as threshold values of significant differences.

### KEGG pathway analysis

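Supplemental Information 2 lists 293 genes in up-regulated pathways, of which 102 had a named probe, and 129 genes in down-regulated pathways, of which 57 did. On day 7, 91 of the 102 genes were DEGs with higher signal than in the sham surgery group, and their median log2 fold change was 2.17 over all 102. Of the 57 genes, 50 were DEGs with lower signal, with a median of -2.78 over all 57. The paper's lists were selected from these samples, so that neither count is independent evidence. The 141 DEGs over all genes tested became 143 when p was adjusted over the list alone. The count moved most with normexp background correction, to 123. In the opposite direction, 0 genes were DEGs.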

In the KEGG pathway enrichment analysis, a total of 60 up-regulated pathways and 26 down-regulated pathways were obtained using the functional annotation tool DAVID. However, some enriched pathways evidently had no associations with VGR. For example, the most significant down-regulated pathway is pathways in cancer. Hence, a total of 14 potential key pathways were selected from these enriched pathways by literature review and general experience (Table 3); most of these pathways are involved in regulating cell proliferation, apoptosis, vascular smooth muscle contraction, and cell adhesion, which are processes that may be highly associated with VGR. Moreover, the 164 DEGs contained in these 14 key pathways were extracted and defined as the “KEGG genes” gene list.

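Pathways in cancer holds 33 genes in Supplemental Information 2, and 14 of them had a named probe. On day 7, 12 of the 14 were DEGs with lower signal, and the median log2 fold change was -3.09. Hypertrophic cardiomyopathy holds 15 genes there, of which 11 had a named probe. All 11 were DEGs with lower signal, with a median of -2.10.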

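Of the genes that Table 3 lists, 66 had a named probe, and 61 of these were DEGs between day 7 and the sham surgery group in the direction of their pathway. The number was also 61 when p was adjusted over the list alone, which is not independent evidence because the list was selected on these samples. With normexp background correction, 53 genes were DEGs. In the up-regulated pathways, 34 of 36 genes were DEGs and the median log2 fold change was 3.48. In the down-regulated pathways, 27 of 30 were DEGs and the median was -2.49.

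Cytokine-cytokine receptor interaction had 17 genes with a named probe, with a median log2 fold change of 4.10, and IL1A was the highest. In the chemokine signaling pathway, the 6 genes ranged from NCF1 at 1.91 to CCL4 at 6.73. Cell adhesion molecules had 5 genes, from VCAM1 at 1.22 to CD80 at 4.60. In the cGMP-PKG signaling pathway, 8 genes ranged from KCNJ8 at -5.12 to ROCK1 at -1.02. ROCK1 was no longer a DEG with normexp background correction (-0.80), with scaling to the 75th percentile (-0.91), or without day 7 replicate 1 (-0.996), sham replicate 1 (-0.92) or sham replicate 2 (-0.91). The MAPK signaling pathway had 9 genes, from MECOM at -3.21 to CACNB1 at -1.05, and CACNB1 did not reach the threshold with normexp background correction (-0.89) or without day 7 replicate 1 (-0.93). In the PI3K-Akt signaling pathway, PPP2R2B had the lowest value at -6.08, but it was well above background on only 1 of the day 7 arrays, so that its fall is uncertain in size.

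The 5 genes that were not DEGs were FAS at 0.03, SSBP1 at 0.62, MYLK3 at -1.12 (adjusted p = 0.217), MME at -2.78 (adjusted p = 0.0844) and CAPN2 at 0.49. MYLK3 and MME were DEGs with all 16 arrays as separate samples, which counts arrays that differed by less than spot noise separately. For FAS, 5 of 6 probes were past the threshold, with log2 fold changes up to 1.68, and the brightest probe was not. For SSBP1 1 of 6 probes was past the threshold upward, and for CAPN2 1 of 4 was past it downward, at -1.27. The 4 probes of AGTR2 in the renin-angiotensin system ranged from -3.29 to 3.47, so that its direction depends on the probe.

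**Figure D2:**
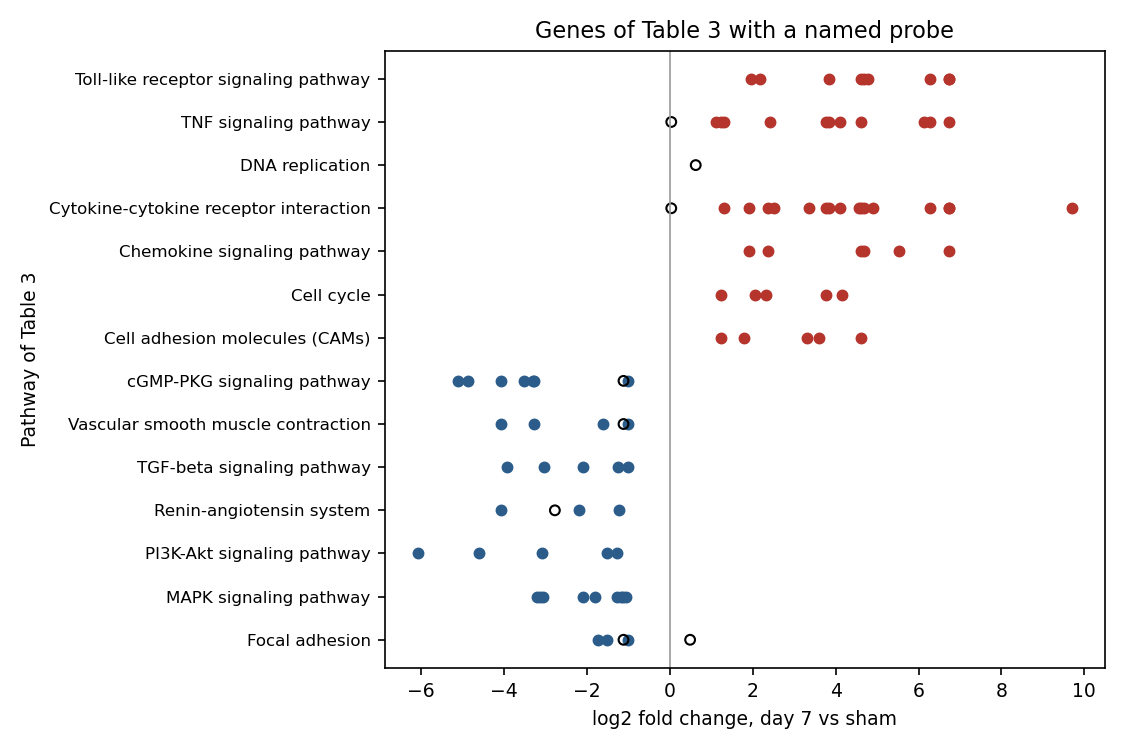
Log2 fold change between day 7 and sham (horizontal axis) of each Table 3 gene with a named probe, by pathway (vertical axis); filled points are DEGs (red in up-regulated and blue in down-regulated pathways) and open points are not. Of the 66 genes, 61 are filled, and each filled point lies on the side of its pathway's direction.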

**Table 3:** Potential key pathways selected out from KEGG pathway enrichment analysis of DEGs.

Category	Term	Count	*P* Value	Genes
Up-regulated	Cytokine-cytokine receptor interaction	32	4.04E−06	CSF2, IL1R2, TNFRSF21, TNF, CCL2, CCR1, CXCL8, IL15, IL7R, CCL4, IL17RA, CXCL10, TNFRSF11B, CXCR4, IFNG, IL1B, FAS, XCR1, LTB, IFNGR2, IL1A, IL4, IL18R1, IL6, TNFSF4, LTBR, TGFBR1, LOC100348776, CCR8, TNFSF10, TNFSF13B, CCR2
	TNF signaling pathway	19	1.11E−05	PIK3CG, CSF2, IL18R1, IL6, CCL2, TNF, MMP9, CREB1, IL15, MMP3, BIRC3, CXCL10, VCAM1, NOD2, MAPK14, IL1B, CREB3L1, FAS, TRAF3
	Cell cycle	19	3.93E−04	CDC6, CDK1, TTK, CHEK1, RB1, MCM4, YWHAE, MCM6, CCNE2, CCNE1, YWHAG, CCNB2, MCM7, MAD2L1, PCNA, BUB1B, ORC6, CCNA2, BUB3
	Toll-like receptor signaling pathway	15	5.71E−04	PIK3CG, IL6, TNF, LY96, TLR2, LOC100348776, CXCL8, TLR4, CCL4, CXCL10, IKBKE, CD80, MAPK14, IL1B, TRAF3
	DNA replication	8	0.002306	POLD3, MCM7, SSBP1, POLE, PCNA, MCM4, RPA3, MCM6
	Chemokine signaling pathway	19	0.007327	PIK3CG, LOC100008716, CCL2, VAV3, NCF1, HCK, CCR1, STAT5B, CXCL8, LOC100348776, CCL4, CXCL10, CCR8, CXCR4, CCR2, GNB4, XCR1, PLCB2, LOC100349255
	Cell adhesion molecules (CAMs)	16	0.017244	CADM1, SELL, NECTIN1, LOC100351865, VCAM1, ALCAM, CD80, RLA-DRB1, ICOS, ITGB7, CD274, LOC100350168, CD2, VCAN, LOC100343144, CD226
Down-regulated	cGMP-PKG signaling pathway	16	0.003361	ROCK1, GNAI1, MYLK3, MRVI1, ATP1A2, PRKG1, MYL9, AGTR1, EDNRB, KCNJ8, PLN, PDE5A, GUCY1A2, GUCY1B3, MYLK, PIK3R1
	TGF-beta signaling pathway	11	0.003933	BMP4, BMP2, LTBP1, ROCK1, ZFYVE9, LOC100008826, BMPR1B, MYC, BMP5, TGFB2, ACVR1C
	MAPK signaling pathway	20	0.004435	EGFR, FGFR1, MRAS, CACNB1, DUSP10, CACNB2, FGF10, CACNB3, FGF12, MECOM, TGFB2, MAP3K6, FOS, RASGRP3, DUSP1, MAP3K1, MYC, FGF2, GADD45A, CACNA1A
	Renin-angiotensin system	5	0.00852	AGTR1, AGTR2, ACE, ACE2, MME
	Vascular smooth muscle contraction	12	0.012552	AGTR1, ACTG2, ROCK1, MYLK3, CALD1, MRVI1, GUCY1A2, GUCY1B3, PRKG1, PLA2G2D, MYLK, MYL9
	Focal adhesion	16	0.01614	EGFR, CAV2, COL4A2, ROCK1, MYLK3, ITGA2, CAPN2, COL4A5, MYL9, VEGFC, ITGA6, ITGB8, PIK3R1, MYLK, THBS3, SHC4
	PI3K-Akt signaling pathway	22	0.016374	EGFR, FGFR1, COL4A2, RBL2, EFNA1, ITGA2, FGF10, FGF12, COL4A5, VEGFC, ITGA6, PRLR, ITGB8, EPOR, MTCP1, PPP2R2B, MYC, ANGPT2, FGF2, PIK3R1, THBS3, GHR

### PPI network analysis

Based on the information in the STRING database, the PPI network consists of 695 nodes and 2,098 interactions. The top 34 hub nodes with more than 20 degrees were screened and defined as the “PPI hub genes” gene list. Moreover, nine hub genes obtained from the intersection of the “KEGG genes” and “PPI hub genes” gene lists (Fig. 4) are listed in Table 4. In addition, a comprehensive PPI network was constructed by merging the 9 PPI networks of the nine hub genes and visualized using the Cytoscape software (Fig. 5). 

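Among the 9 hub genes, 3 had a named probe, and each of them was a DEG with higher signal on day 7 than in the sham surgery group. CDK1 (ENSOCUT00000002855) had a mean log2 signal of 14.26 ± 0.21 (SD, n = 2) on day 7 and 10.11 ± 0.65 (SD, n = 4) in the sham surgery group, a log2 fold change of 4.15 (standard error 0.38, limma adjusted p = 9.25e-05). CCNB2 (ENSOCUT00000001652) had 12.64 ± 0.04 (SD, n = 2) and 8.87 ± 0.87 (SD, n = 4), a log2 fold change of 3.76 (standard error 0.50, adjusted p = 5.74e-04). MAD2L1 (ENSOCUT00000008241) had 12.60 ± 0.23 (SD, n = 2) and 10.29 ± 0.25 (SD, n = 4), a log2 fold change of 2.31 (standard error 0.18, adjusted p = 3.81e-05). For each gene, both day 7 samples lay above all 4 sham samples. With p adjusted over the list alone, the number of DEGs was the same, 3 of 3, which is not independent evidence for genes selected on these samples. The other hub genes were not analysed here.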

A total of 695 nodes and 2,098 edges were analyzed using the plug-in MCODE, and the top three significant modules were screened (Fig. 6).

**Figure 4:**
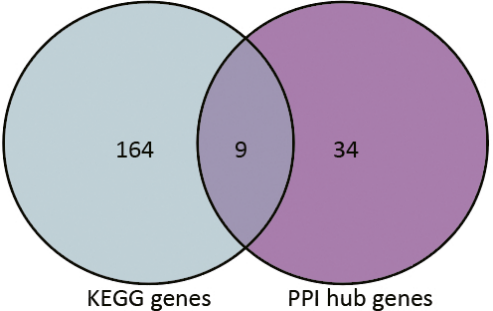
Venn diagram. 9 hub genes obtained from the intersection of gene list “KEGG gens” and “PPI hub genes”.

**Table 4:** 9 hub genes appearing higher degrees and involved in key pathways associated with VGR.

Gene	Degree	KEGG pathway	logFC	*P* Value
FGFR1	21	MAPK signaling pathway, PI3K-Akt signaling pathway	−1.59	5.13E−07
PIK3CG	24	TNF signaling pathway, Toll-like receptor signaling pathway, Chemokine signaling pathway	2.52	1.42E−13
CDK1	29	Cell cycle	4.34	9.07E−12
YWHAE	34	Cell cycle	1.36	2.57E−12
YWHAG	35	Cell cycle	1.89	1.41E−10
CCNB2	21	Cell cycle	3.70	2.87E−10
MAD2L1	21	Cell cycle	2.25	2.08E−13
PCNA	30	Cell cycle, DNA replication	1.16	2.51E−12
GNB4	20	Chemokine signaling pathway	1.91	5.52E−16

**Figure 5:**
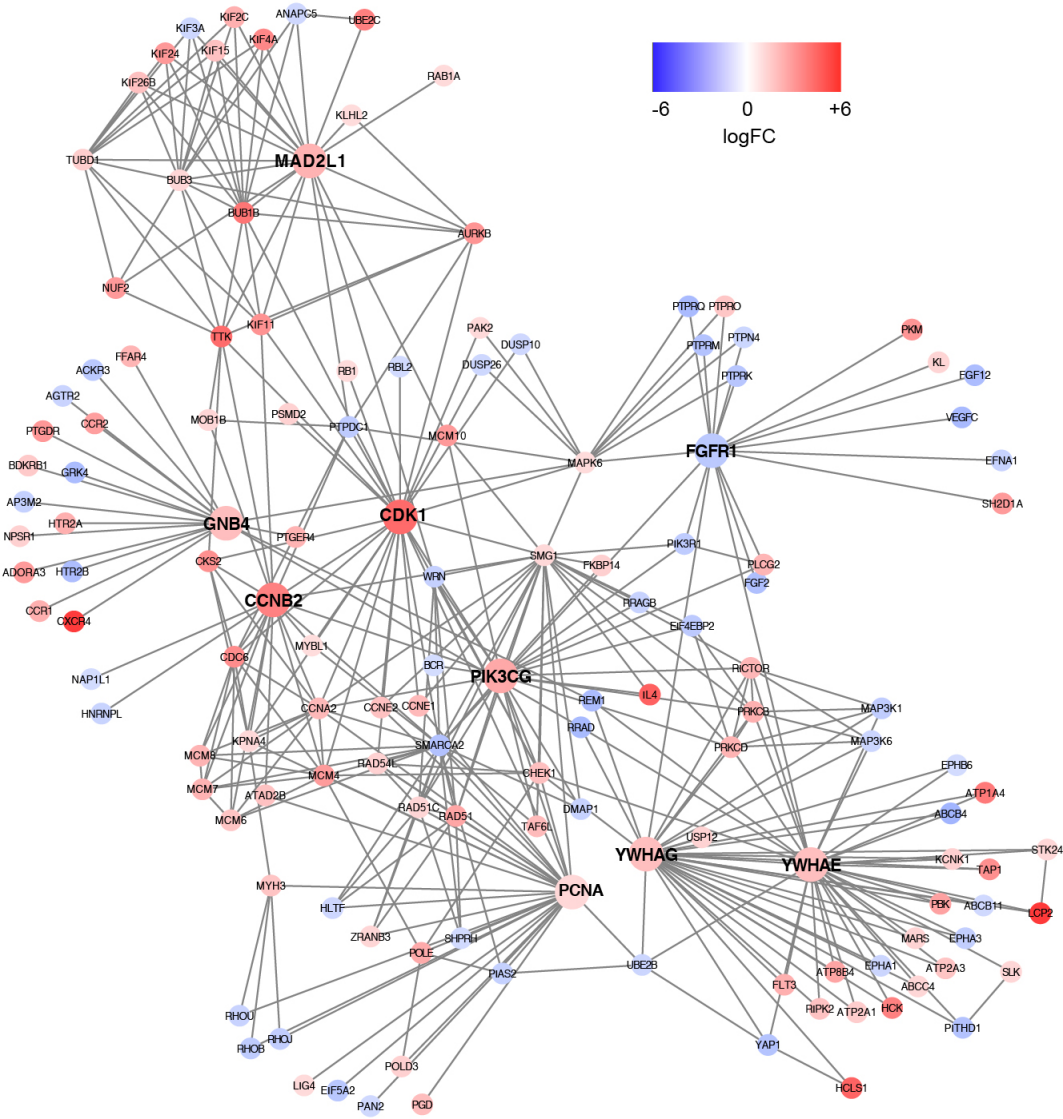
A comprehensive PPI network were constructed by merging nine PPI networks of the nine hub genes respectively. Each node corresponds to a DEG, and edges represent the interactions between DEGs. DEGs with higher degrees appear larger size. The gradual color from blue to red represents the changing process from down-regulation to up-regulation.

**Figure 6:**
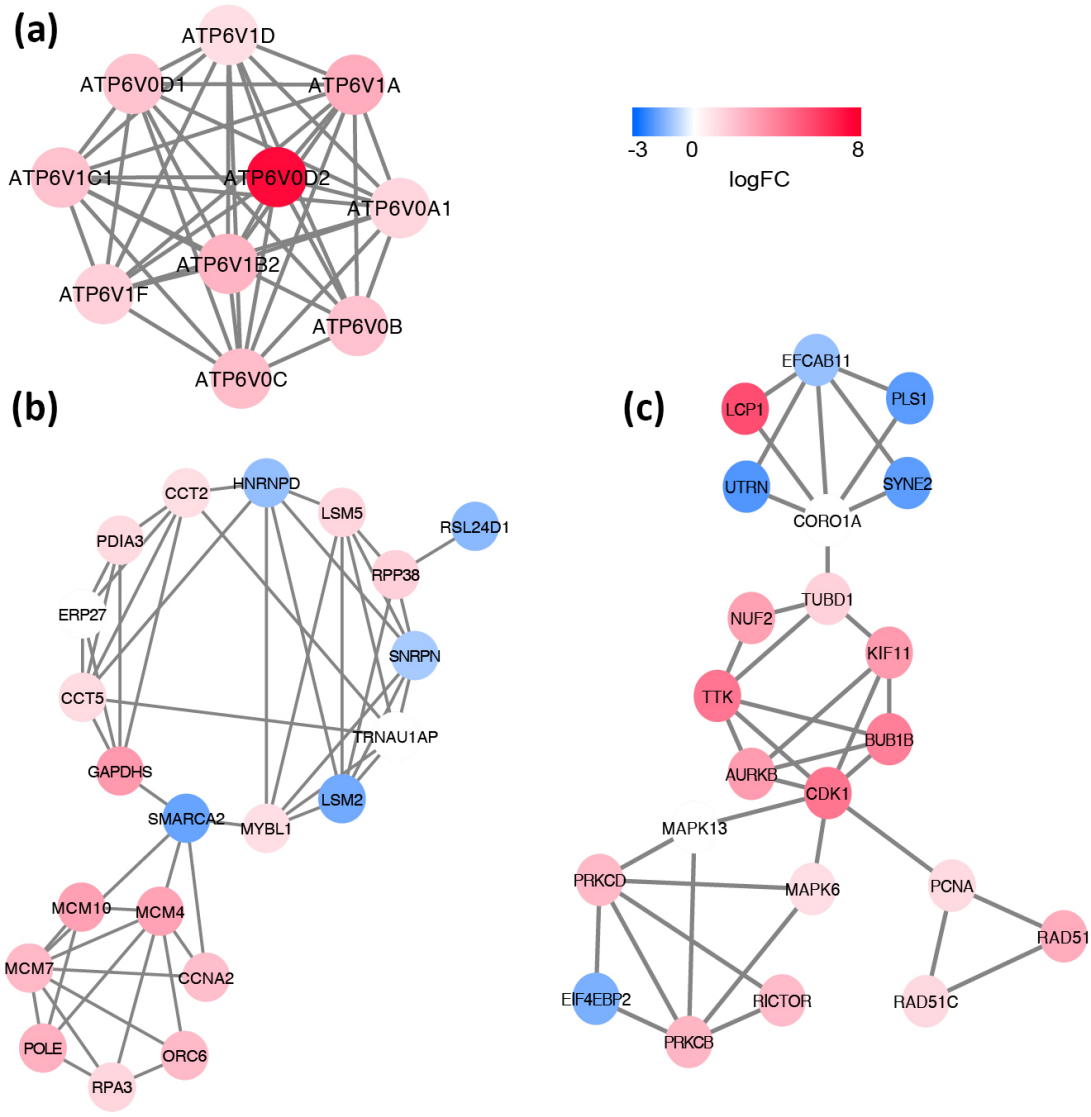
Significant modules identified from the whole PPI network by using MCODE app in Cytoscape. (A) module1, (B) module2, (C) module3. The gradual color from blue to red represents the changing process from down-regulation to up-regulation.

To further lend some more validity to the analysis results, the day 7 versus day 1 comparison was served as a control relative to day 7 versus sham surgery comparison. The expression of these nine hub genes in three groups (day 1, day 7 and control) is shown in Fig. 7. 

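On day 1, the mean log2 signal of CDK1 was 11.55 ± 0.09 (SD, n = 2), which was higher than in the sham surgery group by 1.44 (standard error 0.38, limma adjusted p = 0.0109). From day 1 to day 7 it rose by a further 2.70 (standard error 0.44, adjusted p = 0.00142). The day 1 difference did not pass the threshold without day 1 replicate 1 (adjusted p = 0.0629), and over all settings its adjusted p lay between 1.37e-09 and 0.0629. MAD2L1 had a signal of 11.24 ± 0.05 (SD, n = 2) on day 1. It differed from the sham surgery group by 0.94 (standard error 0.18, adjusted p = 0.00209), just under the fold change threshold, and it was a DEG without sham 1 (1.01) or without sham 2 (1.02). Of its 4 probes, 2 were past both thresholds on day 1. Between day 1 and day 7 it rose by 1.37 (standard error 0.21, limma adjusted p = 9.32e-04). The day 1 samples may come from 1 RNA preparation, and the sham arrays fell in pairs. The standard errors and p-values of both genes may therefore miss the spread between animals.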

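CCNB2 was not a DEG between day 1 and the sham surgery group, with a mean log2 signal of 8.70 ± 0.04 (SD, n = 2) on day 1 and a log2 fold change of -0.17 (adjusted p = 0.765 from limma). Its direction reversed to 0.43 with the mean of its probes, without reaching the threshold. From day 1 to day 7 it rose by 3.94 (standard error 0.58, adjusted p = 8.29e-04). Across CDK1, CCNB2 and MAD2L1, 7 of 9 comparisons among the 3 groups were past both thresholds, and this count lay between 6 and 8 under the other settings. Over all genes, 9828 were DEGs between day 1 and the sham surgery group and 8020 between day 7 and day 1. Of the 6031 DEGs between day 7 and the sham surgery group, 2816 were also DEGs between day 7 and day 1.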

As expected, most hub DEGs identified in day 7 versus sham surgery group, are also differentially expressed in day 7 versus day 1 group, which may due to the influence of surgery hit, and all hub DEGs are also differentially expressed in day 1 versus sham surgery group.

**Figure 7:**
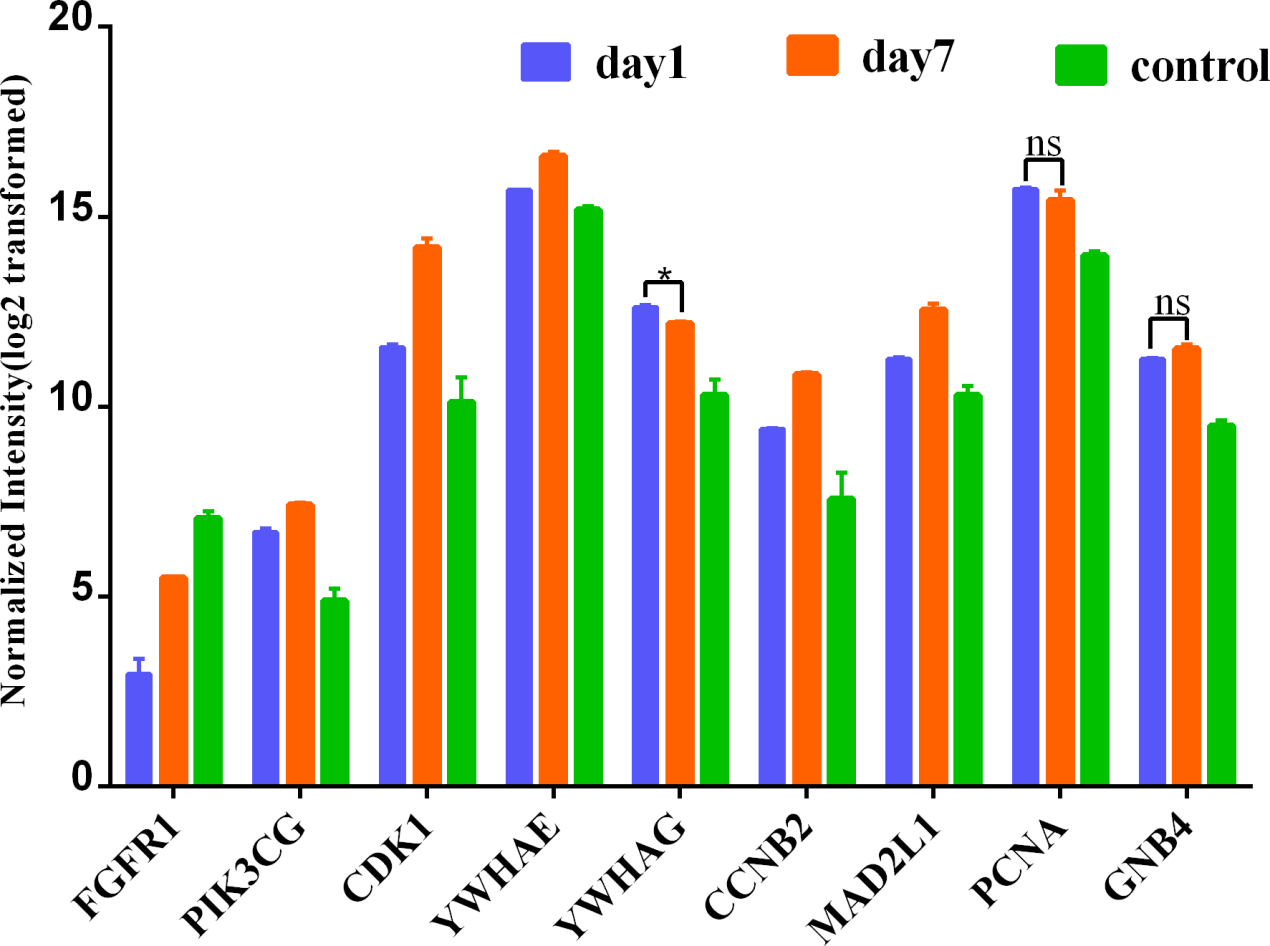
Expression of hub genes among 3 group. * denotes *P* > 0.05; ns denotes no statistical significance; all other comparisions : *P* < 0.001.

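The 3 probes of CCNB2 gave different results on day 1. The brightest probe, A_04_P046092, represented the gene. Probe A_04_P046093 changed by -0.39 between the sham surgery group and day 1 (adjusted p = 0.470 from limma). Probe A_04_P046094 rose by 1.85 (standard error 0.40, adjusted p = 0.00433), from 7.56 ± 0.69 (SD, n = 4) to 9.41 ± 0.02 (SD, n = 2), and reached 10.89 ± 0.08 (SD, n = 2) on day 7. Between day 7 and the sham surgery group, the second and the third probe rose by 3.35 and 3.33. The paper used the comparison of day 7 with day 1 as a control, to lend more validity to its analysis results, and proposes that the differences may be due to the influence of the surgery.

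**Figure D3:**
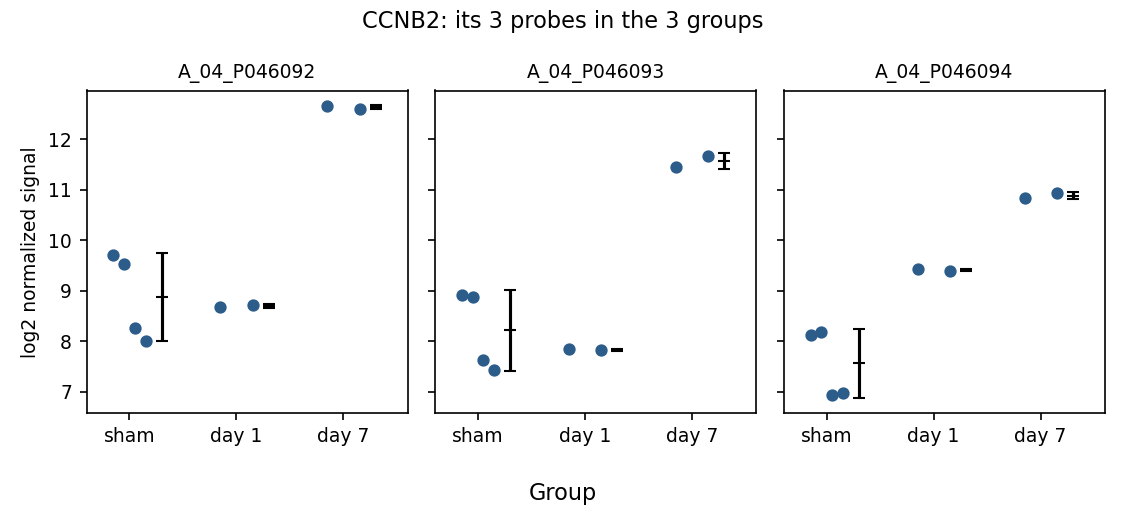
Log2 normalized signal (vertical axis) of the 3 CCNB2 probes in the sham surgery, day 1 and day 7 groups (horizontal axis), with points for samples and bars for mean ± SD. All 3 probes are highest on day 7, and only A_04_P046094 lies higher on day 1, at 9.41, than in the sham surgery group, at 7.56.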

## Discussion

Improving understanding of the cellular and molecular mechanisms underlying VGR is critically significant for reducing the rates of vein graft failure. In the present investigation, an integrated bioinformatics analysis was performed to identify potential key genes and pathways involved in regulating VGR. In summary, a total of 858 up-regulated and 817 down-regulated DEGs were screened. A total of 14 potential crucial pathways were selected from the functional annotation enrichment analysis. In the PPI network analysis, a comprehensive PPI network of the 9 hub genes was constructed. Furthermore, three significant modules were screened from the PPI network by module analysis.

All nine hub genes showed higher degrees in the PPI network analysis and were involved in potential key pathways. Several previous studies demonstrated that fibroblast growth factor receptor 1 (FGFR1) activated the Akt/mTOR pathway (Chen & Friesel, 2009) and regulated phenotypic modulation of vascular smooth muscle cells (VSMCs) (Chen & Friesel, 2009; Chen, Simons & Friesel, 2009). As described in our previous study, the mTOR signaling pathway was indicated to play a major role in the arterialization of vein grafts (Wang et al., 2016). Moreover, a fibroblast growth factor receptor antagonist was validated to block growth factor-mediated VSMC proliferation by inhibiting binding of fibroblast growth factor 2 (FGF2) to VSMCs and soluble FGFR1 (Segev et al., 2002). VSMC proliferation was also thought to play a critical role in the pathophysiology of restenosis. The second hub gene PIK3CG (phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit gamma) was shown to be involved in three key pathways: the TNF signaling pathway, Toll-like receptor signaling pathway, and chemokine signaling pathway (Table 4). CDK1 (cyclin-dependent kinase 1) is a protein-coding gene that plays a key role in regulating the eukaryotic cell cycle by modulating the centrosome cycle and mitotic onset and thus cell proliferation. Cell proliferation requires the expression of CDKs, and CDKs are considered a proliferation signaling cascade of VSMCs (Schad et al., 2011). Evidence indicated that radiation inhibited VSMC proliferation via cell cycle arrest by enhancing p21 expression and suppressing CDK1 and 2 (Kim et al., 2004). Consistently, a derivative of the CDK inhibitor roscovitine was validated to potently induce G1 phase arrest and therefore inhibit VSMC proliferation (Sroka et al., 2010). YWHAE (tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein epsilon) has 34 degrees in the PPI network and is also included in the cell cycle pathway. Moreover, YWHAE belongs to the 14-3-3 family of proteins that induce signal transduction by binding to phosphoserine-containing proteins. Intriguingly, a recent study provided evidence that up-regulation of YWHAB in endothelial cells played a pivotal role in intimal hyperplasia following carotid artery injury via enhancing endothelial cell proliferation and migration (Feng et al., 2017). YWHAG knockdown in zebrafish was reported to reduce the brain size and increase the diameter of the heart tube (Komoike et al., 2010). CCNB2 (cyclin B2) is a member of the cyclin family, specifically the B-type cyclins. Evidence indicated that IL-18 promoted cell proliferation via NF-κB and the p38/ATF2 pathway by targeting CCNB2 (Zhang et al., 2015). Down-regulation of MAD2L1 was demonstrated to be involved in suppressing the proliferation, migration, invasion, apoptosis induction and cell cycle arrest of cancer cells (Li, Bai & Zhang, 2017). PCNA (proliferating cell nuclear antigen) is a molecular marker for proliferation due to its role in replication and is involved in both the cell cycle pathway and DNA replication; PCNA had 30 degrees in the PPI network. Previous studies showed that PCNA expression was correlated with stent-induced in-stent restenosis (Gao et al., 2013) and proposed that PCNA might be a potential future target (Wang, 2014). Guanine nucleotide-binding protein subunit beta-4 (GNB4) was involved in the chemokine signaling pathway and showed 20 degrees in the PPI network. 

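In the cell cycle pathway, which lists 19 genes in Table 3, 5 genes had a named probe. They were CDK1, CCNB2, MAD2L1, CCNE1 and BUB3, and all 5 were DEGs with higher signal on day 7 than in the sham surgery group. With normexp background correction or with the mean of the probes of a gene, 4 of the 5 were DEGs. On day 1, CDK1 was the only DEG among them with the brightest probe of each gene.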

Surprisingly, we noted that six of the nine hub genes (CDK1, YWHAE, YWHAG, CCNB2, MAD2L1, and PCNA) were involved in the cell cycle pathway, which further supported the enormous significance of this pathway in regulating VGR (Table 4). The key role of the cell cycle pathway in regulating VGR has been established (Sriram & Patterson, 2001); Hierarchical clustering analysis of DEGs in cell cycle pathways was shown in Fig. 8. However, the underlying molecular mechanisms remain largely unknown. Based on the abovementioned evidence, these hub genes may potentially interact with each other and regulate the VGR program by modulating the cell cycle pathway. Future studies focusing on revealing the specific cellular and molecular mechanisms involved in regulating the VGR program may provide novel therapeutic targets for VGR inhibition.

**Figure 8:**
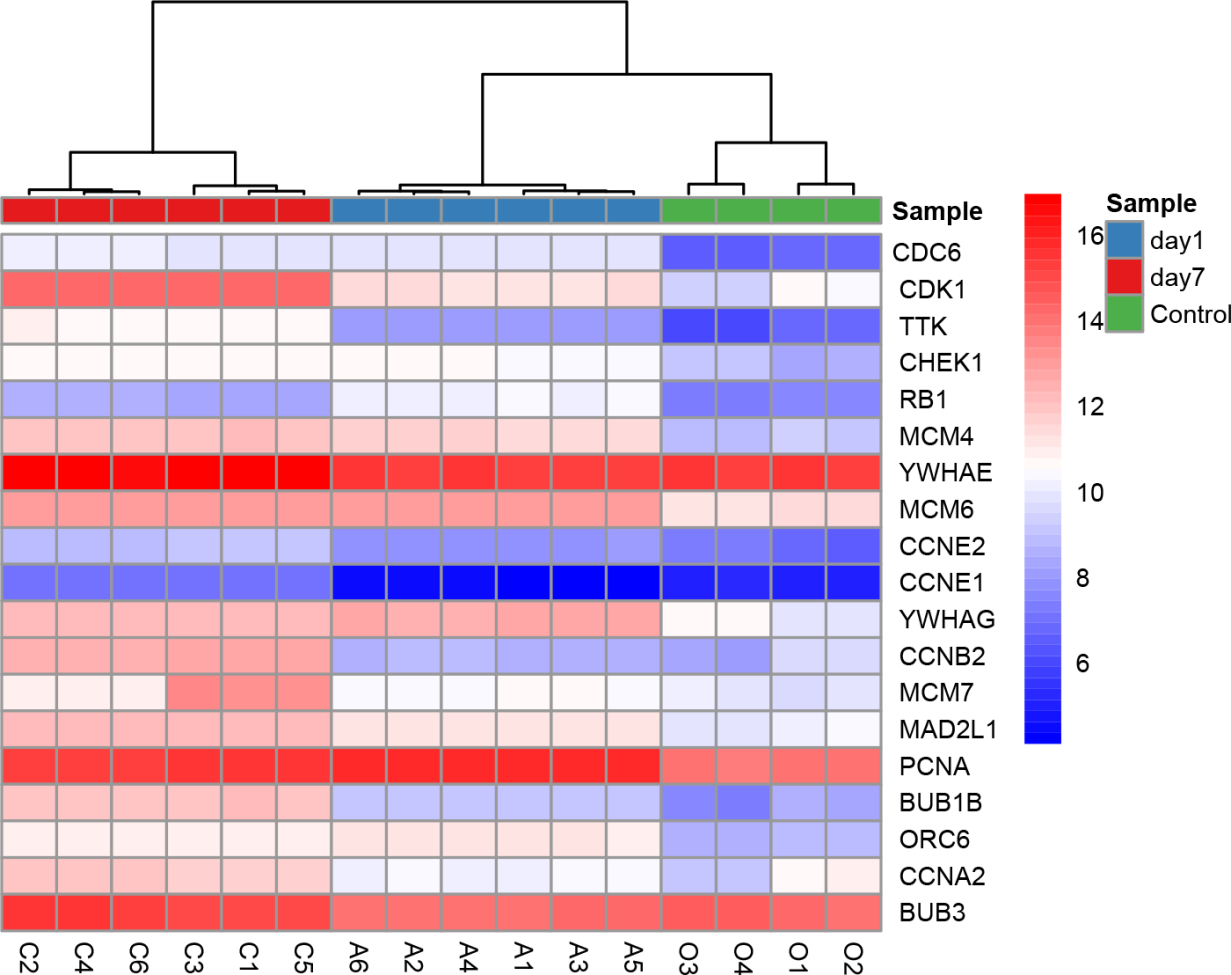
Hierarchical clustering analysis of DEGs involved in cell cycle pathway.

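CCNE1 had a mean log2 signal of 5.04 in the sham surgery group, 4.37 on day 1 and 7.09 on day 7. Its log2 fold change was 2.05 between day 7 and the sham surgery group (standard error 0.17, limma adjusted p = 4.78e-05) and -0.68 between day 1 and the sham surgery group (adjusted p = 0.00749). The latter reversed to 0.10 when arrays were scaled to their 75th percentile and became a DEG with lower signal, at -1.11, with the mean of its probes. The former was 0.85 with normexp background correction. BUB3 (ENSOCUT00000017444) had 14.28 in the sham surgery group, 14.15 on day 1 and 15.51 on day 7. Its log2 fold change was 1.23 between day 7 and the sham surgery group (standard error 0.14, adjusted p = 2.66e-04), and 1 of its 3 probes was past the threshold. Between day 7 and day 1, CCNE1 rose by 2.73 and BUB3 by 1.36. From the evidence it gathers on the hub genes and the cell cycle pathway, the paper proposes that these genes may interact and may regulate the VGR program through this pathway.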

Over the past few decades, many powerful research tools in genomic technologies have advanced rapidly, such as genome sequencing and microarray technologies. Microarray technology has enhanced our ability to screen samples for thousands of genes at once, which may provide novel insights into potential molecular mechanisms involved in regulating the VGR program. Unfortunately, high throughput data associated with VGR are extremely scarce at present. “Restenosis” was used as a search term to search in the GEO (Gene Expression Omnibus) database (https://www.ncbi.nlm.nih.gov/geo/), and only 7 datasets were returned; this lack may be partly due to the challenge of obtaining appropriate samples *in vivo* and establishing a VGR animal model. Hence, we suggest that collaborations between clinicians and basic researchers may accelerate our understanding of the cellular and molecular mechanisms involved in VGR and therefore improve the clinical efficacy of occlusive artery disease.

Due to the extreme lack of high throughput data associated with VGR, more research is required to screen key genes and pathways involved in this process. Further experimental investigations are needed to estimate the role of these candidate genes and pathways. However, there are certain limitations in the present study, the aforementioned results, including the gene expression levels and their functions, were needed to be validated by experiments, which would be carried out in our further studies.

## Conclusions

In conclusion, this study provides a set of potential therapeutic targets for future investigations into the molecular mechanisms involved in VGR. However, we acknowledge that there were certain limitations in this study. The aforementioned results, including the expression level of genes and the definite functions of potential hub genes and key pathways, were needed to be validated by experiments, which would be conducted in our further studies.

##  Supplemental Information

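The R code fits one limma model to the normalized values with the day 1, day 7 and sham surgery groups (A, C and O) and takes the contrasts A-C, A-O and C-O. Before the fit, it keeps for each gene symbol the probe with the highest mean over all arrays. Genes past the adjusted p and fold change criteria are then written for each contrast. The full table written for the contrast C-O is filled from the contrast A-O, while the list of DEGs for C-O is taken from its own contrast. Of the authors' normalized table, only the part that could be read was used for gene names, and 1165 of its probes have a gene identifier.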

10.7717/peerj.4704/supp-1 Supplemental Information 1 Raw data and code Raw data and R code used in this manuscript. Click here for additional data file.

10.7717/peerj.4704/supp-2 Supplemental Information 2 86 KEGG pathways Click here for additional data file.

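The table gives, for each KEGG pathway, the number and share of DEGs in it, the p-value of the enrichment from DAVID and the identifiers of the genes. Up-regulated and down-regulated DEGs were entered separately, with 60 pathways for the former and 26 for the latter. A gene may stand in several pathways, so that the pathways are not independent of one another.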

10.7717/peerj.4704/supp-3 Supplemental Information 3 Single DEGs KEGG pathways Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

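Gene expression was measured in rabbit vein grafts taken on day 1 (6 arrays) and day 7 (6 arrays) after surgery and in a sham surgery group (4 arrays), by hybridizing Cy3-labelled RNA to Agilent rabbit one-colour arrays of 45220 spots. The deposited files hold, for each spot, the background-subtracted signal intensity written by the scanner software, with its median spot signal, its local background and its quality calls. The authors also deposited log2 values, which they had quantile-normalized in GeneSpring and filtered to 33670 probes. The values of both kinds were checked against the range of their stated unit.

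Control spots were removed, which left 43603 probes. Spots that the software called non-uniform or outlying on an array were set to missing there (1.46% of spots on at least 1 array). The log2 signals were quantile-normalized, and the spots of one probe were averaged. Probes were kept when they were well above background on every array of at least 1 group. Each gene was represented by the probe with the highest mean, as in the authors' R code. Probes were named through RefSeq accessions with a table of the rabbit assembly mOryCun1.1 (3368 probes) and through the EntrezGeneID that the readable part of Supplemental Information 1 gives for a transcript (2816 probes). For 171 probes with both, the gene was the same in all 171. Genes without a name were kept in the model under their transcript accession or probe name. The assembly served for names only, and the build in the files' own annotation is oryCun2.

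Arrays of one group were compared pair by pair. The variance of their log2 difference was divided by the variance that the spread between spots of one probe on the same array would give at the same brightness. Arrays joined by pairs with a ratio of 1 or less were averaged and counted as 1 sample. The day 1 and day 7 groups held 2 samples each after this step and the sham surgery group held 4. The model was fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with data.table 1.17.8, to 19328 genes and 3 groups together, with day 7 against sham, day 1 against sham and day 7 against day 1 as contrasts. DEGs had a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change of at least 1. All p-values are two-sided values from this model. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9 and pandas 2.3.3.

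Between 32794 and 36268 probes per array were well above background. For arrays no counting error can be given, and their number limits the precision. Gene lists of Table 3, Table 4 and Supplemental Information 2 were counted over genes with a named probe, and no enrichment was computed, since the lists were selected from these samples. Principal components used the centred values of the genes without a missing value on the day 7 and sham arrays, and the 100 DEGs with the smallest p were clustered by Euclidean distance with complete linkage.

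Genes named singly are the hub genes of Table 4, the genes of Table 3 that are the highest or lowest of their pathway, the cell cycle genes of Table 3, and the 5 genes with the largest rise and the 5 with the largest fall among DEGs that were well above background on every array of both groups and whose samples did not overlap. Table 3 genes that were not DEGs, genes whose probes disagreed and the probes of CCNB2 were named after their values were seen.

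The alternatives were all 16 arrays as separate samples, the authors' normalized values, scaling to the 75th percentile, normexp background correction with an offset of 50, no filter on probes, a filter that requires all 16 arrays to be well above background, the mean of the probes of a gene, a model of the compared groups only, sham arrays averaged in pairs, the scan or the replicate number as a block, scaling of each gene to unit variance in the principal components, and each sample left out in turn. Both blocks were fitted to all 16 arrays as separate samples. A combination of the authors' values with 16 separate arrays and no filter was added after seeing the data. The model fit with the DEG criteria was tested on simulated values with 200 changed genes among 19112. It recovered 190 for day 7 against sham, 182 for day 1 against sham and 173 for day 7 against day 1. Of the unchanged genes, it called 5, 4 and 10. The simulation did not include the steps up to the averaging of arrays, which were therefore not tested. It drew independent samples with the same spread in all groups, so that the pairs of sham arrays were not tested either.

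Gene ontology terms, protein interactions and network modules were not analysed here, and neither were hub genes without a named probe. No comparison had at least 3 samples in both groups, so that results of other splits of the samples were not counted. No gene coordinates are given.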

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

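The tests of dim probes, of the scaling in both comparisons of all genes, of the scan, of the position, of a labelling batch, of a shift of the sham arrays as a cause of opposite changes, and of the scaling for the genes that lost their opposite changes were chosen after the results were seen. Tests of single spots for day 1 against sham and of the scaling for opposite changes had been chosen earlier.

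The paper reports the comparison of day 1 with the sham surgery group for its hub genes. Over all genes, 9828 were DEGs between these groups, with 5580 higher and 4248 lower on day 1, and this result was singled out because the paper does not report its number of DEGs. Dim probes as the whole cause are opposed by 7803 genes that were DEGs with only probes well above background on all 16 arrays. The scaling as the whole cause is opposed by 8884 of the 9828 genes, which were DEGs in the same direction with scaling to the 75th percentile. An effect of the sham scan or hybridization on single spots is opposed by the r of 0.927, across genes, between the changes of separate probes of a gene. The scan as the whole cause is opposed by the SD of the log2 difference between day 1 and sham arrays, which was at least 1.75, against at most 0.10 between arrays of one graft group and position in different scans. A batch of RNA preparation or labelling shared by the sham arrays stays open. In 68.3% of genes, day 1 and day 7 lay on the same side of the sham surgery group. A simulated data set with no change in either, where the sham samples alone are shared, gave 60.6%. It drew independent samples with the same spread in all groups. In the data, the SD of the log2 difference was 0.705 to 0.715 between sham arrays of different pairs. Between the samples of day 1 it was 0.209, and between those of day 7 0.207. The 60.6% is therefore no reference for these data, and no excess can be read from it. A batch shared by the sham arrays and the surgery cannot be told apart here, because no graft array was scanned with the sham arrays. The biological explanation, an early response to the surgery, was not tested separately.

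Changes from the sham surgery group differed between the time points for 8020 genes, as tested by day 7 against day 1, with 3717 higher and 4303 lower on day 7. This result was singled out because the difference between the time points was itself tested. The scan as the cause is opposed by the SD of the log2 difference between day 1 and day 7 arrays within 1 scan, which was at least 1.47, against at most 0.10 between arrays of one group and position in different scans. With scaling to the 75th percentile, 6865 of the 8020 were DEGs in the same direction, although the share of higher genes among all DEGs fell from 46.3% to 27.6%. An effect of the position on single spots is opposed by an r of 0.892, across genes, between the changes of separate probes of a gene. That the time after surgery sets these differences stays a hypothesis, found in the same data. An effect of the RNA preparation of each time point stays open, because each rests on 2 samples, of which those of day 1 may come from 1 RNA preparation.

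In opposite directions from the sham surgery group at the 2 time points, 289 genes were DEGs. Of these, 223 were higher on day 7 and lower on day 1, and 66 the reverse. All 289 were also DEGs between day 7 and day 1, but genes chosen for opposite changes differ in this way almost by construction. The number depends on the scaling, with 465 such genes under scaling to the 75th percentile. The scaling as the whole cause is opposed only by the 185 of the 289 that were among these, and for the other 104 it stays open. Dim probes as the whole cause are opposed by 185 such genes with only probes well above background on all 16 arrays, 184 of them among the 289, and for the rest they stay open. With normexp background correction, 66 genes were DEGs in opposite directions, 63 of them among the 289, and the cause was not tested. With each sample left out in turn, the number lay between 228 and 287. A shift of all sham arrays by a batch of RNA preparation or labelling could set the direction of either change and cannot be told apart from the surgery with these groups. A biological change of direction between day 1 and day 7 stays a hypothesis.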

How the results depend on the processing

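The alternatives, the named genes and the thresholds were chosen before the data were examined, except that the genes of Supplemental Information 2 and the combination of the authors' values, 16 separate arrays and no filter were chosen after seeing the data, as were the Table 3 genes that were not DEGs, the genes named because their probes disagreed and the probes of CCNB2.

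The numbers of DEGs stayed within 1.5 times the values at the claims under every alternative but normexp background correction. With it, 3350 genes were DEGs between day 7 and the sham surgery group, 5466 between day 1 and the sham surgery group and 3865 between day 7 and day 1, and the cause was not tested. Of these, 3287, 5396 and 3801 were DEGs in the same direction at the claims. Under the other alternatives, DEGs between day 7 and the sham surgery group numbered from 4643, with only probes well above background on all 16 arrays, to 6647, with scaling to the 75th percentile. All 16 arrays as separate samples gave 6368, the authors' values 5440, and their combination without a filter 5743. Without one sample, the numbers lay between 5509 and 6080, between 9346 and 9934 for day 1 against sham, and between 7248 and 8110 for day 7 against day 1. Leaving out a day 1 or day 7 sample leaves 1 sample in its group, which is then assumed to vary like the others. Each sample left out also has a close counterpart that stays in, here and wherever samples were left out in turn. Such ranges may therefore not reflect the loss of an animal or an RNA preparation.

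Scaling to the 75th percentile moved the median log2 fold change of all genes from 0.05 to -0.06 between day 7 and sham, from 0.26 to 0.68 between day 1 and sham, and from -0.16 to -0.58 between day 7 and day 1. The share of higher genes among DEGs between day 1 and sham rose from 56.8% to 70.0%. The balance of rises and falls on day 1 therefore depends on the scaling.

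The replicate numbers do not pair the samples. Across genes, the deviations of same-numbered arrays of different groups had r between -0.0154 and 0.0529, with 0 pairs above 0.1. With replicate number as a block and all 16 arrays as separate samples, 6352 genes were DEGs between day 7 and sham. The same 16 arrays without a block gave 6368. An alternative that averaged arrays 1, 3 and 5 and arrays 2, 4 and 6 was the same grouping as the one used and gave no value of its own.

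The share of variance in the first principal component was 89.5% with normexp background correction, 82.7% with no filter on probes and 65.9% with unit variance, against 87.9% at the claim, and the cause was not tested for the first; the filter and the scaling change which genes carry weight. Without one array, it lay between 87.5% and 89.5%. The first split of the 100 top DEGs left 0 arrays outside their group with scaling to the 75th percentile, with the authors' values, with average linkage and with unit variance, the alternatives run for it.

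The number of hub gene comparisons past the thresholds lay between 6 and 8 against 7 at the claim, with 6 without day 1 replicate 1 and 8 without sham replicate 1 or 2. Table 3 genes that were DEGs in the direction of their pathway numbered 53 to 63, cell cycle genes 4 to 5, and genes of Supplemental Information 2 123 to 148.

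Of 50 results for single genes, 33 kept their direction and their side of the threshold under every setting run. Over 999 comparisons with a setting, 15 lost the threshold, 15 newly passed it and 10 reversed, none of them for a gene that was a DEG at the claim or with the setting. CCNB2 between day 1 and sham reversed to 0.43 with the mean of its probes, and to 0.11 and 0.046 without sham replicate 1 and 2. Without one sample, it lay between -0.46 and 0.11. Scaling to the 75th percentile reversed BUB3 to 0.21 and CCNE1 to 0.10 in the same comparison. FAS between day 7 and sham reversed to -0.072 with the authors' values, to -0.072 with the combination added later, to -0.12 without day 7 replicate 2, and to -0.11 and -0.14 without sham replicate 3 and 4. Without one sample, it lay between -0.14 and 0.24. CCNB2 lay at 9.71 and 9.53 in O1 and O2, at 8.25 and 8.00 in O3 and O4, and at 8.70 on day 1. FAS lay at 14.75 and 15.09 in O1 and O2, at 14.02 and 13.93 in O3 and O4, and at 14.48 on day 7. For both genes the graft mean thus lay between the sham pairs, whose split accounts for the reversals without a sham sample. The cause was not tested for the other reversals. CDK1 between day 1 and sham was not a DEG without day 1 replicate 1 (1.38, adjusted p = 0.0629).

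Signal over background limits the size of some changes. Among DEGs between day 7 and sham, 616 had a group with no array well above background, as had 945 between day 1 and sham and 964 between day 7 and day 1. The filter that requires all 16 arrays to be well above background leaves such genes out by construction. At the claims, the size of their change is uncertain.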

Differences from the paper's values

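The paper's number of up-regulated DEGs is 858, and the number found here is 3405. The paper's number of down-regulated DEGs is 817, against 2626 here. Under every alternative set before the full data were examined, both numbers differed from the paper's by more than 1.5 times. The closest, normexp background correction, gave 1892 and 1458. With the combination of the authors' values, 16 separate arrays and no filter, which was chosen after seeing the values, the numbers were 3194 and 2549. Of the 19328 genes tested here, 2001 have a name, and the others stand under a transcript accession or a probe name, whereas the R code keeps 1 probe for each gene symbol. The paper's numbers and those here may therefore cover different sets of genes, and a gene without a name may count more than once here. Among genes with a name alone, 376 were higher and 333 lower. No setting reached the paper's numbers.

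The log2 fold changes of the hub genes in Table 4 and the number of genes in Table 3 were within the error or within 1.5 times of the values here. For CDK1 the paper's value is 4.34 against 4.15, for CCNB2 3.70 against 3.76, and for MAD2L1 2.25 against 2.31. For the pathways of Table 3 the paper's number of genes is 164, and 161 different symbols are listed there.

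The paper states that every hub gene differs between day 1 and the sham surgery group. The legend of Fig. 7 judges by the p-value alone. By the adjusted p alone, CDK1 and MAD2L1 of the 3 hub genes tested here differed. MAD2L1 differed by 0.94 (adjusted p = 0.00209), under the fold change threshold, and 2 of its 4 probes were past both thresholds, the higher at 1.13. It was a DEG without sham replicate 1 (1.01) or without sham replicate 2 (1.02). CCNB2 differed by -0.17 with an adjusted p of 0.765, and no setting run made it a DEG, with adjusted p between 0.226 and 0.938. Probe A_04_P046094 of CCNB2 was past both thresholds, at 1.85. The bars for CCNB2 in Fig. 7 rise from the control group to day 1, whereas the day 1 and control columns for CCNB2 in Fig. 8 are close to one another, as are the values of the brightest probe.

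For the down-regulated pathways, the paper names pathways in cancer as the most significant. Supplemental Information 2 gives hypertrophic cardiomyopathy a smaller p-value, and pathways in cancer the largest number of genes, 33 against 15. No enrichment was computed here.

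Of the Table 3 genes, which the paper presents as DEGs, 61 of 66 were DEGs in the stated direction. FAS at 0.03, SSBP1 at 0.62, MYLK3 at -1.12, MME at -2.78 and CAPN2 at 0.49 were not. FAS was a DEG at 1.31 with the mean of its probes, and SSBP1 at 1.92 with scaling to the 75th percentile. MYLK3 and MME were DEGs with all 16 arrays as separate samples (adjusted p = 0.0110 and 7.07e-04) and with the combination chosen after seeing the values. They were also DEGs with the scan or the replicate number as a block. All these settings count arrays that differed by less than spot noise as separate samples. The block by scan gave both genes their lowest adjusted p, but no scan holds both sham and graft arrays. These settings therefore do not decide whether MYLK3 and MME were DEGs. Over all settings, their adjusted p lay between 4.88e-05 and 0.437 and between 6.48e-07 and 0.239. MME was also a DEG without sham replicate 1 (-3.37) or without sham replicate 2 (-3.40). CAPN2 was not a DEG in the paper's direction under any setting run, but its 4 probes ranged from -1.27 to 0.70 and 1 of them was past both thresholds in that direction. For FAS 5 of 6 probes and for SSBP1 1 of 6 probes were past both thresholds in the paper's direction.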

Other observations

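The tests of separate RNA samples, of printing, and of single spots and brightness for the sham arrays were chosen after the results were seen. The local background of repeat scans, 1 RNA preparation and the background of the CCNB2 probe were chosen as tests earlier.

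Day 1 and day 7 arrays at the same position differed by less than the spread between spots of one probe. The variance of their difference was at most 0.233 times that of the spots, which argues against separate RNA samples on separate arrays. Printing of the array at a position is opposed by the r across spots between sham and graft arrays at the same position, which was at most 0.242, against 0.748 to 0.915 within a group. Repeat scans of one hybridized array are consistent with the local background around the spots, whose r was at least 0.342 and had a median of 0.550 in same-position arrays of one group, against at most 0.333 in all other pairs. The arrays at one position also shared 50 to 100% of their excluded spots on day 1 and 79.8 to 86.7% on day 7. The margin to the other pairs is narrow in the local background, and the explanation remains a hypothesis. The paper does not describe the arrays in this way.

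After these arrays were counted once, the variance of the difference between arrays of the samples left was 1.07 to 1.14 times that of the spots on day 1 and 1.98 to 2.11 times on day 7. Between the samples of day 1, 0.414% of genes differed by at least 2-fold, and between those of day 7 0.286% did. If 1 RNA preparation was hybridized more than once, probes of one gene would differ independently between the samples. The r between separate probes of a gene, across genes, was 0.0505 on day 1, which is consistent with 1 RNA preparation there. On day 7 it was 0.208, which is above the limit of 0.1 set for this explanation. That limit was set before the value was seen, and by it the explanation would be excluded. It was left open after the value was seen, because separate labelling of 1 RNA preparation could also move the probes of a gene together. Spread between animals may therefore be missing from the day 1 group, and for day 7 this stays open.

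Sham arrays fell in pairs, O1 with O2 and O3 with O4. Between arrays of different pairs, 9.74 to 10.3% of genes differed by at least 2-fold, against 0.702% between O1 and O2 and 0.640% between O3 and O4. An effect on single spots, by hybridization or position, is opposed by an r of at least 0.860 between separate probes of a gene, across genes. A difference in signal with brightness is opposed by the SD of 0.704 that remained after the trend with brightness was removed. What stays open is a difference between animals or between RNA preparations, neither of which was tested. Within the pairs, the r between probes was 0.0331 for O3 and O4, which is consistent with 1 RNA preparation on both arrays. For O1 and O2 it was 0.147, which is above the limit of 0.1, and the explanation was left open after the value was seen, for the reason given for day 7. With each pair averaged into 1 sample, 5947 genes were DEGs between day 7 and sham.

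The rise of one CCNB2 probe on day 1 was noticed after its values were seen. A probe near background is opposed by its 10 sham and day 1 arrays, on all of which it was well above background. Hybridization of another transcript to this probe or to the other probes was not tested, and neither was a difference between transcripts of CCNB2, so that a biological explanation stays open.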
